A study of Mus musculus with 24 samples. Its data were reported in "The aryl hydrocarbon receptor regulates lipid mediator production in alveolar macrophages" (2023).

How the data were processed

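Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing, in which a transposase cuts and tags open DNA) in 24 libraries of mouse bone marrow-derived macrophages (BMDMs). Per the labels, the libraries fell into 4 groups of 6: wildtype (WT) or AhR-KO marrow, either unstimulated or stimulated with LPS. AhR is the aryl hydrocarbon receptor, a transcription factor activated by small molecules, and AhR-KO marrow came from mice with a disrupted Ahr gene. LPS is lipopolysaccharide, a bacterial cell wall component that activates macrophages. Marrow was grown in medium with 10% serum and the growth factors GM-CSF (granulocyte-macrophage colony-stimulating factor, at 10 ng/ml) and TGF-β (transforming growth factor beta, at 2 ng/ml). LPS was given on day 6 at 97 EU/ml for 24 h, after which a calcium ionophore, which lets calcium into the cell, was added at 5 µM for 10 min. The labels attach this treatment text, LPS included, to every library and do not separate unstimulated cultures.

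The deposited table held raw fragment counts in 184158 consensus peaks, which the authors made with the nf-core atacseq pipeline on the mm10 build: reads were trimmed, aligned and filtered per library, broad peaks were called in each library, and the peaks of all libraries were merged. Per the file headers, the counts came from featureCounts 2.0.1, which counted read pairs, assigned a pair to every peak it overlapped and required a fraction of 0.2 of the pair to lie in the peak. The authors also deposited 1 list of broad peaks per library, called on that library alone, whose last column was the -log10 q-value of each peak, with lowest values of 1.00 to 1.03 across the 24 lists. No replicates were pooled in either kind of file. All 24 count columns matched 1 library by name.

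Positions are given on mm10 with counting from 1. The sequence and the gene annotation used here were those of GRCm38, the assembly behind mm10, with the GENCODE basic annotation, and chromosome names and lengths were compared before coordinates were used. Of the consensus peaks, 184060 lay on chromosomes 1 to 19, X and Y, and 0 reached beyond the end of a chromosome. A peak was assigned to the protein-coding gene with the nearest transcription start site (TSS), from 21951 genes.

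The counts were tested with edgeR 4.0.16 in R 4.3.3. Peaks with low counts were removed with filterByExpr by group, which left 174193, library totals were normalized with TMM (trimmed mean of M values), and a quasi-likelihood model with robust estimation was fitted to all 24 libraries with the group as its only term, so that the 4 groups shared 1 estimate of the spread. Dispersions followed the trend with abundance, with no separate dispersion per peak before the quasi-likelihood step, and the robust option was applied in that step only. TMM factors ran from 0.976 to 1.04. The 5 comparisons were AhR-KO against WT in unstimulated and in LPS cultures, LPS against unstimulated in WT and in AhR-KO, and the interaction, which is the genotype effect with LPS minus the genotype effect without it. P-values were two-sided and adjusted over all tested peaks by the Benjamini-Hochberg method, and adjusted p-values below come from edgeR unless another tool is named. A differentially accessible region (DAR) was a peak with an adjusted p of at most 0.05 and a fold change of at least 1.5 in either direction, the definition in the study's methods. The standard error of a log2 fold change was its size divided by the square root of the quasi-likelihood F value. Levels are given as CPM, the count relative to the TMM-normalized total in M (mega) counts, as mean ± SD of 6 libraries. Values are rounded to 3 digits, apart from a few given with more digits, whose shorter form equals a setting of the scripts.

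Depth differed between libraries. The total count in consensus peaks ran from 8.54 to 34.6 M per library, which is not the depth of the whole library, since reads outside peaks were not in the table. The procedure was tested on simulated data for the unstimulated comparison, with counts drawn from the measured means and library totals for 172003 peaks at a dispersion of 0.015. It called 13 of 67 peaks changed by 1.5-fold, 54 of 67 changed by 2-fold and 66 of 66 changed by 4-fold. A true 1.5-fold change lies on the fold threshold, and 21 of those 67 passed the adjusted p alone. In the data 69829 peaks passed the adjusted p, far more than were changed here, which makes the adjustment stricter in the simulation. These shares are therefore no estimate of recovery in the data, and depth was not varied. There were 5 calls among the unchanged peaks, and 0 calls in a simulated LPS comparison in WT with no change. Libraries of 1 group were checked for duplicates: in the closest of 60 pairs the chi-square per peak was 1.26, above the 1 that sampling noise gives, so each library counted as 1 replicate.

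Numbers of peaks per library, bases covered and library totals were compared with exact two-sided permutation tests of the group means over all 924 assignments of 6 against 6 libraries, adjusted over the 4 comparisons of a measure. Peak sets were compared by the Jaccard index, the bases shared by a pair of libraries divided by the bases covered by either (bedtools 2.31.1). The mean index within genotypes minus the mean between genotypes was tested by the same exact permutation. The share of DARs in promoters, within 1 kb of a protein-coding TSS, was compared with the other tested peaks by Fisher's exact test, two-sided. For the AhR motif, peaks with at least 1 core TNGCGTG on either strand, the sequence bound by AhR with its partner Arnt, were counted among DARs and among 1000 random sets of peaks that were not DARs, matched on width, GC content and mean count in 10 bins per property. The smallest two-sided p these sets can give is 0.002. Peaks are not independent replicates, so tests across peaks describe these libraries. For the region around Ahr, the share of DARs within 20 Mb of the gene was set beside 63 windows of 40 Mb on other chromosomes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 was used for these steps.

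The groups, tests, thresholds, alternatives and the rule for naming peaks were chosen before the data were examined. The rule named Ahr (all 13 of its peaks), 8 eicosanoid genes that the study's text singled out (Ptgs1, Alox5, Ltc4s, Hpgds, Ptges, Ptgs2, Ptgis and Alox12; eicosanoids are signalling lipids made from arachidonic acid), AhR target genes (Cyp1a1, Cyp1b1, Ahrr and Tiparp) and LPS-induced genes (Il1b, Nos2, Il6, Tnf, Cxcl10 and Irf1). For each listed gene, 1 peak was followed: among its assigned peaks overlapping 1 kb either side of its TSS the peak with the highest mean count, otherwise its assigned peak with the highest mean count. For Ptgs1 and Alox5 every DAR was counted. For each comparison the rule also named the 3 DARs with the smallest p in each direction among those where all 6 libraries of one group lay above all 6 of the other, and for the interaction the 3 with the smallest p in each direction.

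The alternatives were DESeq2 1.42.0 (Wald test with its own size factors), edgeR with RLE size factors, with library totals alone, with offsets from a loess curve of each library's log counts on mean abundance or on GC content (span 0.3), without the low-count filter, with only the compared groups, without chromosomes X and Y, with the replicate number as a block, with no fold threshold, with a minimum of 2-fold, and without each library in turn. Peak lists were also compared by bases covered, by peaks per M counts, with a -log10 q of at least 5 and by an overlap of 50%, promoters with a 2.5 kb window, motifs with the full consensus and with matching on width alone, and gene assignment by gene body with 5 kb upstream. Thinning all libraries to the smallest total, comparing numbers of peaks without each library in turn, matching motifs on the number of CpG sites and a reversed core sequence were added after seeing the data. RNA measured on these cultures was not used here.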

Results

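ATAC-seq counts were compared across 24 libraries of bone marrow-derived macrophages grown with TGF-β to resemble alveolar macrophages: WT unstimulated, AhR-KO unstimulated, WT LPS and AhR-KO LPS, with 6 libraries each. The comparisons asked how loss of the aryl hydrocarbon receptor changed chromatin accessibility in resting and LPS-stimulated cells, with genes of eicosanoid synthesis as the study's focus. In M (mega) counts, the total in consensus peaks was 15.5, 23.1, 22.6, 21.6, 8.54 and 20.02 M in WT unstimulated replicates 1 to 6. It was 25.7, 18.9, 22.7, 22.6, 22.2 and 24.0 M in AhR-KO unstimulated, 33.7, 30.9, 34.6, 29.6, 25.1 and 29.9 M in WT LPS, and 28.5, 27.9, 22.4, 25.1, 24.9 and 24.8 M in AhR-KO LPS. Mean totals were 18.6 ± 5.62 M (SD, n = 6) in WT unstimulated, 22.7 ± 2.25 M in AhR-KO unstimulated, 30.6 ± 3.39 M in WT LPS and 25.6 ± 2.27 M in AhR-KO LPS. With LPS, totals were lower in AhR-KO than in WT (exact permutation test, two-sided, p = 0.013, adjusted over 4 comparisons 0.026), although the adjusted p was 0.0519 to 0.0649 without any of 6 libraries (WT LPS replicates 1, 2 and 3 and AhR-KO LPS replicates 4, 5 and 6), and they did not differ beyond the spread between libraries without LPS (exact permutation p = 0.123). In WT, totals were higher with LPS than without (exact permutation p = 0.0022, the smallest the assignments of libraries to groups can give). In AhR-KO the exact permutation p was 0.0584 (adjusted 0.0779). The adjusted p was 0.0231 without AhR-KO unstimulated replicate 1 and 0.039 without AhR-KO LPS replicate 3.

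The targeted gene was examined first. Ahr lies at 35497974 to 35535038 on chromosome 12 (mm10), and 13 consensus peaks overlapped it. None covered exon 2 (35526681 to 35526868), which the Ahr allele of this mouse line is known to lack (general knowledge of the line, not read from these files), so the peaks check nothing about the deletion itself. The peak over the TSS (35534070 to 35535364) held 22.5 ± 1.67 CPM (SD, n = 6) in WT unstimulated, 13.2 ± 1.199 in AhR-KO unstimulated, 20.1 ± 1.19 in WT LPS and 14.7 ± 1.84 in AhR-KO LPS. It was lower in all 6 AhR-KO libraries than in any WT library of the same treatment. The edgeR log2 fold change was -0.78 without LPS (SE 0.0765, adjusted p 2.98e-10) and -0.45 with LPS (SE 0.0736, adjusted p 4.52e-06), the latter short of the fold threshold. An intronic peak (35518178 to 35519384) was also lower, at -2.58 without LPS (adjusted p 1.68e-11) and -0.60 with LPS (adjusted p 0.00678). The latter was no longer a DAR without AhR-KO LPS replicate 1 (-0.46), AhR-KO LPS replicate 3 (-0.57), WT LPS replicate 4 (-0.53) or WT LPS replicate 6 (-0.56). Another intronic peak (35520141 to 35521857) was higher, from 1.36 ± 0.361 to 2.45 ± 0.325 CPM without LPS and from 1.16 ± 0.117 to 15.5 ± 3.18 CPM with LPS, with edgeR log2 fold changes of 0.91 (SE 0.174, adjusted p 5.73e-05) and 3.72 (SE 0.140, adjusted p 3.55e-20). Most peaks of the gene went that way: of the 13, 9 were higher and 2 lower DARs in AhR-KO without LPS, and 10 were higher and 1 lower with LPS.

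Libraries grouped by treatment and genotype. In a principal component analysis of log2 CPM, the first component held 57.7% of the variance and parted LPS from unstimulated libraries, and the second held 18.3% and parted AhR-KO from WT. The third held 4.05%. Peaks called per library numbered 95100.5 ± 11902 in WT unstimulated and 96886 ± 3755 in AhR-KO unstimulated (SD, n = 6; exact permutation p = 0.775), and 110516 ± 4239 in WT LPS and 107068 ± 4881 in AhR-KO LPS (exact permutation p = 0.212). LPS libraries had more peaks than unstimulated ones in WT (exact permutation p = 0.00649, adjusted 0.013) and in AhR-KO (exact permutation p = 0.0022, the smallest possible, adjusted 0.00866). Relative to the total count, LPS minus unstimulated was -1893 peaks per M counts in WT, opposite to the number itself. It was -1250 without WT unstimulated replicate 5, the library with the lowest total. In AhR-KO a difference per M counts was not detected (-88.1, exact permutation p = 0.652). Dividing by a larger total lowers this value by construction, so whether depth caused the differences in number was not tested. In unstimulated libraries the mean Jaccard index of peak sets was 0.694 ± 0.0429 (SD, 30 pairs) within genotypes and 0.637 ± 0.0290 (36 pairs) between genotypes. With LPS it was 0.706 ± 0.0187 and 0.645 ± 0.0162. In both treatments the exact permutation p was 0.0022, the smallest possible.

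**Figure D1:**
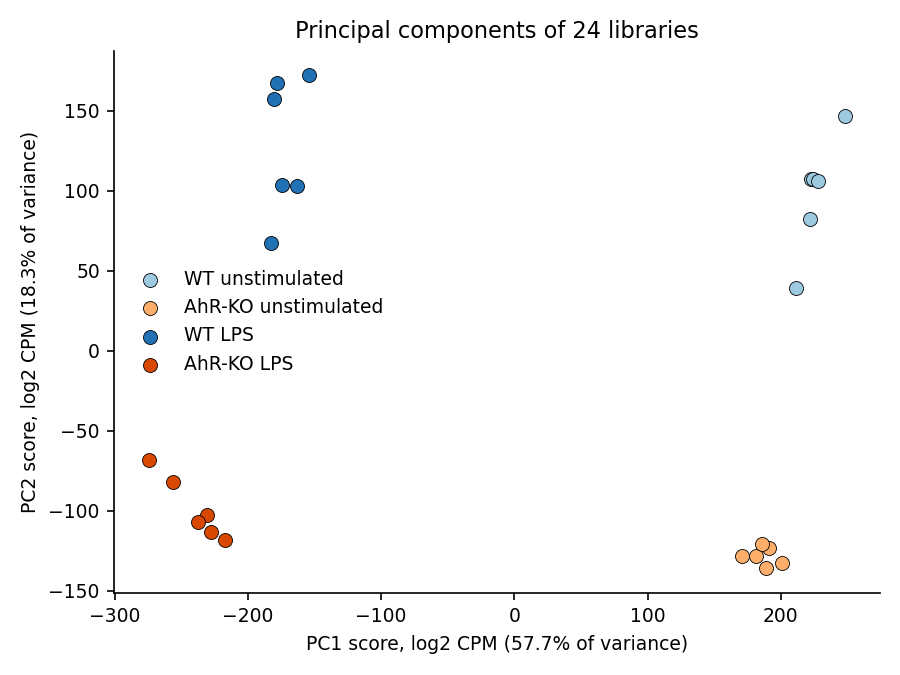
Scores of the 24 libraries on the first and second principal components of log2 CPM, with each component's share of the variance on its axis, and 1 point per library coloured by group. LPS and unstimulated libraries separate along the first component (57.7% of the variance), and AhR-KO and WT along the second (18.3%).

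In unstimulated BMDMs, AhR-KO and WT differed at 39347 DARs among 174193 tested peaks by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 22015 were less accessible and 17332 more accessible in AhR-KO. A minimum fold change of 2 gave 17393 and no fold threshold 69829. Over all tested peaks, called or not, the 6 libraries of one genotype all lay above the 6 of the other at 21.03%, an order that chance gives in 0.216% of peaks. The share of lower DARs was 56.0% with TMM and 48.4% with RLE size factors, so whether more regions closed or opened in AhR-KO depended on the scaling.

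With LPS, AhR-KO and WT differed at 46093 DARs by the same test, 22778 lower and 23315 higher in AhR-KO, and the groups did not overlap at 19.6% of all tested peaks (0.216% by chance). Across the alternatives with the same thresholds (thinning apart) the share of lower DARs ran from 47.7% to 52.3%, so no excess of either direction held at this fold. Among DARs of at least 2-fold, 60.0% were lower with LPS and 67.1% without LPS. Of the unstimulated DARs, 20951 (53.2%) were also DARs of the same direction with LPS, which is 45.5% of the LPS DARs. Chance placement of both sets would share 5199. The shared DARs comprised 12103 lower and 8848 higher ones, and 238 DARs had opposite directions. The fitted log2 fold change had the same sign with LPS for 91.9% of the unstimulated DARs. Across all tested peaks, which are not independent replicates, Pearson's r between the genotype effects in the 2 treatments was 0.658 and Spearman's rho 0.621. No library entered both effects, but whether the 2 treatments share animals is not settled, and shared animals would raise this agreement. Both WT libraries numbered 6 lacked counts on part of chromosome Y, which may mark a shared animal.

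LPS changed more regions than genotype did. In WT, 81911 DARs separated LPS from unstimulated cells by edgeR's quasi-likelihood test, 37692 lower and 44219 higher with LPS. In AhR-KO there were 85090, 37517 lower and 47573 higher. Groups did not overlap at 38.7% and 45.6% of all tested peaks (0.216% by chance). The difference between the genotype effects, tested as the interaction, was a DAR at 18132 peaks. At 7985 of them (44.0%) the genotype effect was lower with LPS than without, and at 10147 it was higher. With DESeq2 the lower share was 54.2%, so the balance of directions in the interaction also depended on the scaling.

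**Figure D2:**
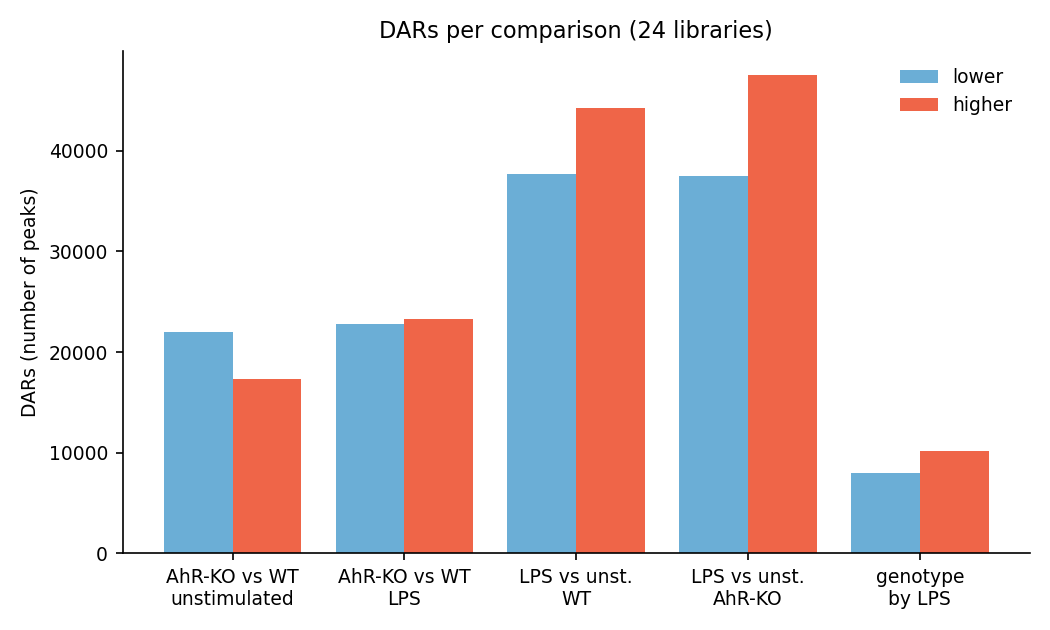
Number of DARs (vertical axis, peaks) in each of the 5 comparisons of 24 libraries, with bars from 0 for lower and higher accessibility. The LPS comparisons have the tallest bars (47573 higher in AhR-KO), and the bars for lower and higher DARs change order with the scaling in the genotype and interaction comparisons.

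The DARs named for the smallest p in each direction in the genotype comparisons lay close together. Without LPS, the 3 lower ones were 2 peaks in an intron of Prkar2b (32015292 to 32015686 and 32008700 to 32010228 on chromosome 12) and a peak between genes nearest to Ccdc71l (32430670 to 32431583). The first fell from 12.7 ± 0.800 to 0.606 ± 0.112 CPM (SD, n = 6), an edgeR log2 fold change of -4.37 (SE 0.141, adjusted p 1.44e-22), and the others changed by -2.65 (adjusted p 6.09e-19) and -4.22 (adjusted p 9.48e-20). The 3 higher ones lay in an intron of Sntg2 (30282350 to 30282918, log2 fold change 5.88, adjusted p 2.73e-21), upstream of Agr2 (35978156 to 35978656, 4.94, adjusted p 1.13e-20) and in an intron of Cog5 nearest to the TSS of Gpr22 (31825678 to 31826493, 4.37, adjusted p 2.52e-19), all on chromosome 12. With LPS, the lower ones were the first Prkar2b peak (-2.97, adjusted p 4.29e-20), a peak beyond the 3′ end of Ahr (35479981 to 35481193, -5.71, adjusted p 1.32e-18) and the peak over the TSS of Ahrr on chromosome 13. The higher ones were the Ahr intronic peak named above, a peak nearest to Snx13 (35266400 to 35267636, 1.99, adjusted p 4.29e-20) and the Agr2 peak (4.08, adjusted p 2.39e-19). Each of these peaks separated all 6 AhR-KO from all 6 WT libraries. Of the 10 distinct peaks, 9 lay within 5.23 Mb of Ahr.

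The surroundings of Ahr were therefore examined as a region. Within 20 Mb of the gene, 31.3% of the tested peaks were DARs of AhR-KO against WT without LPS and 32.7% with LPS, against 22.5% and 26.4% on the other chromosomes and 22.02% and 24.4% on the rest of chromosome 12. Among 63 windows of 40 Mb on other chromosomes the highest shares were 27.8% and 31.4%. Peaks that changed at least 8-fold in the same direction in both treatments numbered 127, of which 123 were lower in AhR-KO and 12 lay within 20 Mb of Ahr.

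**Figure D3:**
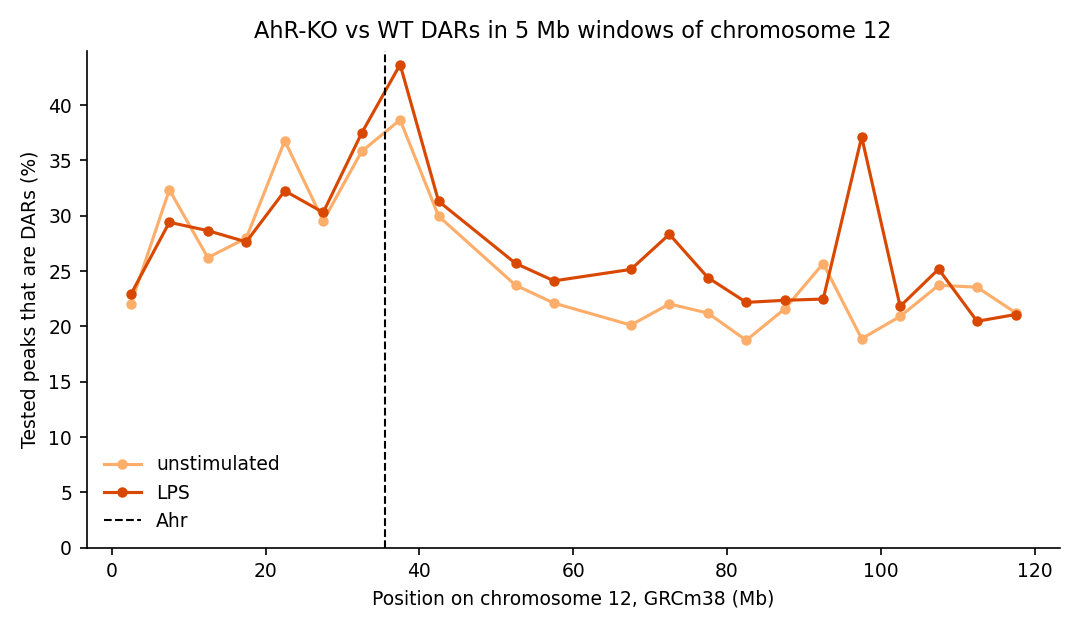
Share of tested peaks (vertical axis, %) that were DARs of AhR-KO against WT in 5 Mb windows along chromosome 12 (horizontal axis, Mb, GRCm38), without LPS and with LPS, with Ahr as a dashed line and lines bridging windows left out for few tested peaks. The window beside Ahr holds the highest share in both treatments, and 31.3% of peaks within 20 Mb of Ahr were DARs without LPS against 22.02% on the rest of the chromosome.

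For the LPS comparisons, several of the DARs named for the smallest p in each direction were the same in both genotypes. A peak in an intron of Trio (27867358 to 27868664 on chromosome 15) rose from 2.75 ± 0.367 to 37.8 ± 3.68 CPM (SD, n = 6) in WT and from 3.14 ± 0.109 to 44.8 ± 2.11 in AhR-KO, with edgeR log2 fold changes of 3.76 (SE 0.0793, adjusted p 3.78e-29) and 3.83 (SE 0.0753, adjusted p 1.62e-30). Peaks nearest to D630003M21Rik (158232335 to 158233642 on chromosome 2) and Mrpl39 (84680380 to 84682665 on chromosome 16) rose by 4.35 and 4.396 in WT and by 4.69 and 4.03 in AhR-KO on the log2 scale. The lower ones in WT were nearest to Hs3st2 (121516738 to 121517859 on chromosome 7, -2.77), Bach2 (32160743 to 32161426 on chromosome 4, -3.30) and B3gnt7 (86262991 to 86264322 on chromosome 1, -2.49). In AhR-KO they were a peak in an intron of Fam53b (132799511 to 132800320 on chromosome 7, -3.52), the B3gnt7 peak (-3.33) and a peak nearest to Cpb1 (20304384 to 20305728 on chromosome 3, -2.84). All of these separated the 6 LPS from the 6 unstimulated libraries.

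For the interaction, the 3 DARs with the smallest p in each direction were followed. The Fam53b peak fell with LPS from 55.6 ± 2.79 to 16.1 ± 1.09 CPM (SD, n = 6) in WT and from 71.3 ± 8.73 to 6.22 ± 0.677 in AhR-KO, an edgeR interaction of -1.73 on the log2 scale (SE 0.103, adjusted p 1.66e-13). At a peak in an intron of Dhrs3 (144908699 to 144909443 on chromosome 4) the interaction was -1.31 (adjusted p 7.31e-13), and at a peak in an intron of Hdac9 nearest to the TSS of Prps1l1 (34822175 to 34822812 on chromosome 12) it was -2.69 (adjusted p 2.31e-12). It was 2.80 at a peak nearest to Rtraf (19836222 to 19836989 on chromosome 14, adjusted p 3.33e-11), 2.81 at the intronic Ahr peak and 2.59 at the Ccdc71l peak (both adjusted p 4.13e-10). The Prps1l1, Ahr and Ccdc71l peaks lie in the region around Ahr described above.

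Among AhR target genes, the peak over the TSS of Ahrr, the gene of the AhR repressor (74291782 to 74292673 on chromosome 13), fell from 10.9998 ± 1.37 in WT to 3.28 ± 0.572 CPM in AhR-KO without LPS (SD, n = 6) and from 11.2 ± 0.886 to 2.32 ± 0.193 with LPS. The edgeR log2 fold changes were -1.73 (SE 0.105, adjusted p 6.91e-15) and -2.27 (SE 0.105, adjusted p 5.72e-18). A peak upstream of Cyp1b1 (79715212 to 79716150 on chromosome 17) fell by 0.96 without LPS (SE 0.132, adjusted p 4.21e-07) and by 1.03 with LPS (SE 0.126, adjusted p 5.33e-08), and all 6 AhR-KO libraries lay below all 6 WT libraries at both genes. Cyp1a1 was represented by an intronic peak (57698493 to 57699043 on chromosome 9) that was higher in AhR-KO by 0.48 without LPS (adjusted p 6.92e-04, higher in 6 of 6) and by 0.23 with LPS (adjusted p 0.0749), neither a DAR. The TSS peak of Tiparp (65527637 to 65529896 on chromosome 3) was not a DAR of genotype, with 0.031 without LPS (adjusted p 0.697) and -0.26 with LPS (adjusted p 2.11e-04).

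At LPS-induced genes, the peaks over the TSS of Il1b (129370975 to 129371565 on chromosome 2), Nos2 (78919805 to 78921040 on chromosome 11) and Cxcl10 (92348315 to 92349833 on chromosome 5) were DARs of LPS in both genotypes, with edgeR log2 fold changes of 1.963, 0.93 and 0.95 in WT and 1.36, 1.21 and 0.87 in AhR-KO. The Il6 peak (30012704 to 30013734 on chromosome 5) rose by 1.17 in WT and by 0.53 in AhR-KO, a difference of -0.64 (SE 0.116, adjusted p 2.40e-04). Without LPS, Il6 was higher in AhR-KO by 0.64 (SE 0.0873, adjusted p 2.52e-07, in 6 of 6 libraries) and Il1b by 0.66 (SE 0.149, adjusted p 5.04e-04, with 5 of 6 above all WT libraries). The Tnf (35200314 to 35202742 on chromosome 17) and Irf1 (53768667 to 53770761 on chromosome 11) peaks changed by 0.38 and 0.31 with LPS in WT and were DARs in neither genotype.

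The eicosanoid list had 127 tested peaks at 8 genes. Without LPS, 29 of them were lower DARs and 7 higher DARs in AhR-KO, and the counts adjusted over the list alone were equal. With LPS, 26 were lower and 22 higher (23 adjusted over the list alone). The study singled out several of these genes on RNA of the same cultures, and Ptgs1 and Alox5 on accessibility in these libraries as well, so the list is not independent evidence. Counting only peaks in the gene body or within 5 kb upstream moved these counts most, to 17 lower and 2 higher without LPS and 14 lower and 8 higher with LPS. The lower DARs were assigned mainly to Hpgds (11 of 20 tested peaks without LPS and 9 with LPS), Ptgs1 (6 and 7 of 20) and Alox5 (6 and 8 of 16), while Ptgs2 had 15 higher DARs of 31 with LPS.

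At Ptgs1, which encodes cyclooxygenase 1, the peak over the TSS (36230046 to 36231448 on chromosome 2) held 39.04 ± 3.36 CPM in WT and 22.6 ± 1.80 in AhR-KO without LPS (SD, n = 6), an edgeR log2 fold change of -0.79 (SE 0.0749, adjusted p 1.22e-10, lower in 6 of 6). With LPS it held 18.9 ± 2.47 and 14.9 ± 1.15, and the change of -0.34 (SE 0.0766, adjusted p 3.41e-04) did not reach the fold threshold. The genotype effects at this peak differed by 0.45 (interaction, SE 0.107, adjusted p 0.00393). Among the 20 tested Ptgs1 peaks, 2 were lower interaction DARs (median log2 value -0.68) and 0 higher, opposite in sign to the TSS peak. Within the gene, a peak in an intron (36234353 to 36235234) held 2 core AhR motifs but 0 matches to the full consensus. It was a DAR in both treatments by edgeR, at -0.74 (SE 0.0956, adjusted p 9.64e-08) and -0.78 (SE 0.0975, adjusted p 5.14e-08), with all 6 AhR-KO libraries below all 6 WT libraries. None of the 6 and 7 DARs assigned to Ptgs1 was higher in AhR-KO. Several of these calls rested on 1 library. With LPS, the peak from 36236021 was no longer a DAR without AhR-KO LPS replicate 5 or WT LPS replicate 1 (both -0.58), and the peak from 36271076 without AhR-KO LPS replicate 2, AhR-KO LPS replicate 3, WT LPS replicate 1 or WT LPS replicate 2 (-0.58 to -0.53). Without LPS, the peak from 36254083 was no longer a DAR without WT unstimulated replicate 1, 2 or 6 (-0.56 to -0.53), and the peak from 36236021 became one without AhR-KO unstimulated replicate 5 (-0.62). LPS lowered the TSS peak by edgeR in WT (-1.05, adjusted p 8.63e-15) and in AhR-KO (-0.61, adjusted p 1.13e-08), the latter no longer a DAR without AhR-KO LPS replicate 5 (-0.58), AhR-KO unstimulated replicate 1 (-0.58) or AhR-KO unstimulated replicate 5 (-0.58).

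**Figure D4:**
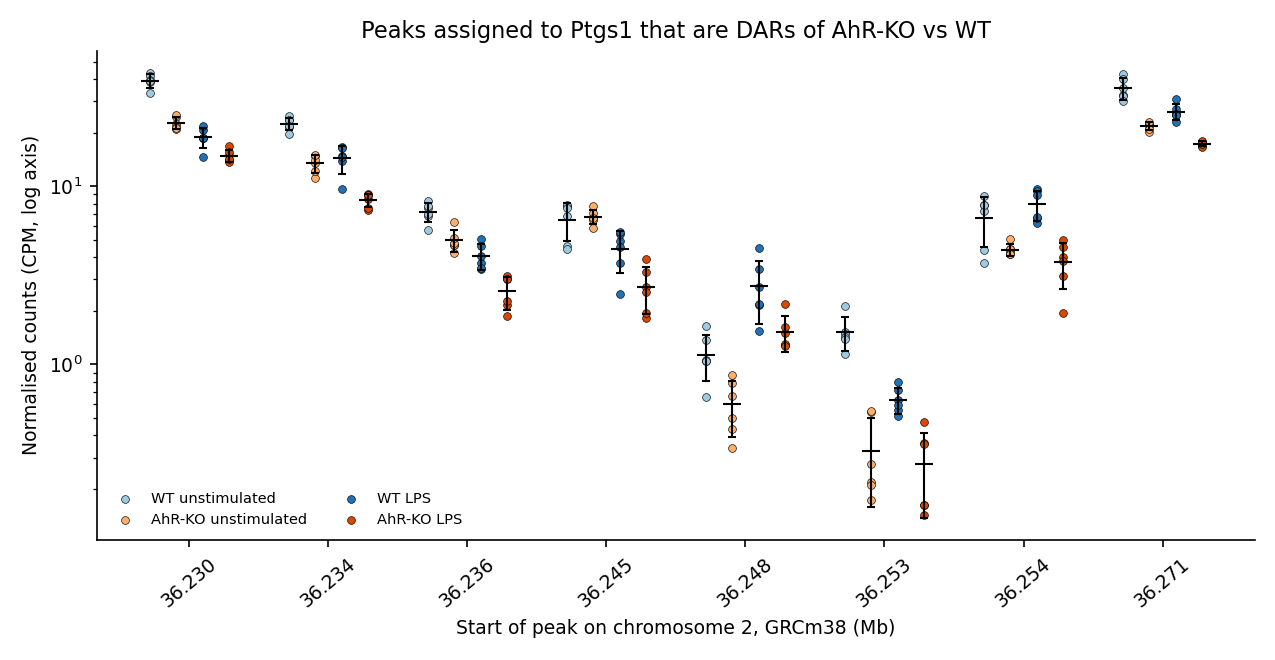
Normalized counts (CPM, log axis) of the peaks assigned to Ptgs1 that were DARs of AhR-KO against WT in either treatment, ordered by start on chromosome 2 (Mb, GRCm38), with 1 point per library and bars for mean and SD of 6 libraries. At the TSS peak, WT unstimulated libraries (39.04 ± 3.36 CPM) lie above AhR-KO unstimulated libraries (22.6 ± 1.80 CPM).

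At Alox5, the gene of 5-lipoxygenase, the peak over the TSS (116458723 to 116461341 on chromosome 6) was lower in AhR-KO by edgeR, at -0.55 without LPS (SE 0.0655, adjusted p 1.58e-08), short of the fold threshold, and -0.77 with LPS (SE 0.0686, adjusted p 4.70e-11), in 6 of 6 libraries each. A difference between the 2 effects was not detected at this peak (edgeR interaction -0.22, adjusted p 0.118). Among the 16 tested Alox5 peaks, however, 2 were lower interaction DARs (median log2 value -1.13) and 0 higher. At the intronic peak from 116455634, the edgeR genotype effect was -0.055 without LPS (adjusted p 0.51) and -1.39 with LPS (adjusted p 1.77e-17). The 6 lower Alox5 DARs without LPS had a median log2 fold change of -0.95 and the 8 lower DARs with LPS -0.81, and 2 DARs without LPS and 1 with LPS were higher. Of the DARs assigned to Alox5, 2 of 8 without LPS and 1 of 9 with LPS lay outside the gene. A higher DAR without LPS (from 116405602) lay in a coding exon of March8. With LPS, the peak from 116422937 was no longer a DAR without AhR-KO LPS replicate 5 (-0.58). At Hpgds, which encodes a prostaglandin D synthase, the TSS peak (65144342 to 65145407 on chromosome 6) changed by -0.63 without LPS (SE 0.0911, adjusted p 9.82e-07), which was -0.57 with DESeq2 and no longer a DAR, and by -0.24 with LPS (SE 0.0893, adjusted p 0.0297). The TSS peak of Ptgs2, the gene of cyclooxygenase 2 (150099439 to 150100439 on chromosome 1), was lower by edgeR at -0.61 without LPS (SE 0.0704, adjusted p 9.49e-09) and did not differ with LPS (0.051, adjusted p 0.527), a difference of 0.66 (SE 0.0933, adjusted p 7.88e-06). The lower call was lost without AhR-KO unstimulated replicate 1 or WT unstimulated replicate 1 (-0.58 each).

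The remaining genes of the list went different ways. The Ltc4s peak over the TSS (50236412 to 50239654 on chromosome 11) changed by -0.025 without LPS (adjusted p 0.805), a value that changed sign with RLE and DESeq2 scaling, and by -0.52 with LPS (SE 0.0692, adjusted p 1.37e-07, in 6 of 6 libraries), short of the fold threshold. The Ptgis peak in a coding exon (167224592 to 167225532 on chromosome 2) was a higher DAR without LPS (0.83, SE 0.113, adjusted p 1.94e-07) and with LPS (0.74, SE 0.102, adjusted p 2.53e-07). The Alox12 peak over the TSS (70253788 to 70255448 on chromosome 11) was higher in AhR-KO by 0.52 in both treatments (adjusted p 6.84e-05 and 6.36e-06), short of the fold threshold. The Ptges peak (30901804 to 30902503 on chromosome 2) had 0.437 ± 0.0664 CPM in WT unstimulated (SD, n = 6), and a genotype difference was not detected at that peak (adjusted p 0.173 without LPS and 0.785 with LPS). Of the 11 tested Ptges peaks, 2 were lower DARs without LPS and 1 a higher DAR with LPS. It rose with LPS in WT by 1.57 (SE 0.217, adjusted p 8.80e-08).

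DARs were less often in promoters than other peaks. Without LPS, 3.996% of the lower and 2.73% of the higher DARs lay within 1 kb of a TSS, against 10.7% of the other tested peaks (Fisher's exact test, odds ratios 0.348 and 0.235, p = 8.54e-257 for the lower DARs). With LPS the shares were 4.84% and 1.76% against 11.1% (odds ratios 0.406 and 0.143). For LPS against unstimulated they were 3.68% of lower and 2.20% of higher DARs against 14.5% in WT, and 5.56% and 2.21% against 14.2% in AhR-KO. The 2.5 kb window moved these shares most, to 7.06% of lower DARs without LPS against 14.1%.

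The core AhR motif was present in 5.83% of the DARs lower in AhR-KO without LPS, against 5.28% of matched peaks, a ratio of 1.10, above each of the 1000 matched sets. It was present in 6.19% of the lower DARs with LPS against 5.67%, a ratio of 1.09, again above each matched set. In DARs higher in AhR-KO the ratios were 0.892 and 0.874, below each matched set. The full consensus had ratios of 1.87 (permutation p over matched sets = 0.014) and 1.57 (permutation p = 0.0779) in lower DARs without and with LPS, from 16 and 15 DARs. With matching on width alone the ratios of the core in lower DARs became 0.980 and 0.996 (permutation p over matched sets = 0.386 and 0.889). The excess of the core thus depended on matching on GC content and mean count. A reversed core of the same bases had ratios of 0.999 and 0.977 in lower DARs, and of 0.821 and 0.854 in higher DARs, so the deficit in higher DARs was not particular to the motif.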

Values the study reported

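The study called a peak differentially accessible at an absolute fold-change of 1.5 or more and an adjusted p-value of 0.05 or less. It reported 4 intervals of lower accessibility in AhR-deficient BMDMs at the Ptgs1 locus, and 2 AhR/Arnt motifs in a region linked to that gene. Combining accessibility with RNA, it reported 149 genes with both higher expression and higher accessibility in unstimulated AhR-deficient cells and 277 such genes with LPS. Genes with both lower expression and lower accessibility numbered 339 and 610, respectively.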

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

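The thinning of libraries and the share of interaction DARs near Ahr were tests chosen only after the results had been seen. Of 224 sets of 6 library values tested for a library far from its group (by the gap to the nearest library, with Dixon's critical value for groups of 6), 14 (6.25%) were past the limit. Chance puts about 1 in 20 groups past it, so a pattern across unrelated peaks is not shown by these flags.

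Several of them concern chromosome Y in the WT libraries numbered 6. Chromosome Y took 0.0118% of the counts in WT unstimulated replicate 6, against 0.0226% in the next lowest library, and 0.00901% in WT LPS replicate 6, against 0.0189%. Most of the difference lay in the 30 Y peaks below 2 Mb, where these libraries had 3 counts (0.150 CPM) and 1 count (0.0334 CPM), while the other 22 libraries had 101 to 128.9 CPM. No fold is given, since 1 and 3 counts leave it undetermined. Mice of both sexes among the donors would raise the share of counts on X, and here the treatments disagreed: X took 1.91% in WT LPS replicate 6, within the 1.89% to 1.97% of the other WT LPS libraries, but 2.12% in WT unstimulated replicate 6, above the 2.06% to 2.10% of the others, so the share on X decides nothing by itself. Female cells mixed into the marrow would raise the counts in the Xist gene, yet these were 3.38 CPM in WT LPS replicate 6, below the 3.99 to 4.45 CPM of the others, and 4.25 CPM in WT unstimulated replicate 6, within the 3.76 to 4.55 CPM of the others, although no consensus peak covered the Xist TSS. A female donor would also raise genes that escape X inactivation, yet replicate 6 exceeded the other 5 WT libraries in 0 of 8 values (4 genes escaping inactivation in both treatments), with ratios of 0.879 to 1.03 to their mean. The Y peaks above 2 Mb were at 118 CPM in WT unstimulated replicate 6, within the 107 to 149 CPM of the others, and at 90.1 CPM with LPS, within 82.6 to 105, although single peaks there were lower, the lowest of the abundant ones (90743426 to 90744880) at 0.290 and 0.399 of the mean of the others. A deletion of part of chromosome Y may account for this, but reads from repeats elsewhere in the genome could give counts above 2 Mb as well, so such a deletion and a donor with an X and no Y cannot be told apart. The labels give no sex. The study's methods state that mice of both sexes were used, matched for age and sex. No biological explanation from the design was tested. Both WT libraries numbered 6 share the pattern, and leaving out chromosomes X and Y moved no count of DARs by over 1.5 times.

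WT unstimulated replicate 5 covered 37.9 Mb with peaks, against 50.3 Mb in the next lowest library. It also had the lowest total count (8.54 M) and the fewest peaks (74654). No test separated depth from other causes of that library's narrow coverage, and no biological explanation was tested. Single libraries were also far from their group at named peaks: WT LPS replicate 2 at Ltc4s (highest, 53.2 CPM), AhR-KO unstimulated replicate 2 at Tiparp (highest, 104 CPM), WT unstimulated replicate 1 at Il6 (lowest, 7.13 CPM), WT unstimulated replicate 5 at Snx13 (lowest, 5.35 CPM) and at B3gnt7 (highest, 38.2 CPM), AhR-KO unstimulated replicate 3 at Cpb1 (highest, 49.3 CPM) and WT unstimulated replicate 3 at Dhrs3 (highest, 38.8 CPM). At Ahr, AhR-KO LPS replicate 5 was highest at the peak from 35505307 to 35505845 (2.85 CPM), and WT unstimulated replicate 2 at the peak from 35525485 to 35526171 (0.741 CPM). The libraries differ from peak to peak, apart from WT unstimulated replicate 5, the shallowest, which appears 2 times here. No biological explanation was tested for them.

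The genotype effect differed between LPS and unstimulated cells at 18132 DARs. Of 30 splits of 12 units (genotype and replicate number) into groups of 6 against 6, only the real split (1 of 30) gave as many, and the highest other split gave 0, but this decides nothing for the interaction: the other splits mix the genotypes, whose difference without and with LPS then adds to the spread within groups. Whether chance gives as many interaction DARs therefore stays open by this test. A trend of counts with GC content is not the whole cause, since 18103 DARs were called with GC offsets. Depth limits the count, since thinning to the smallest library gave 8542, with 38.4% of the DARs called without thinning among them. Among named peaks, the genotype effect with LPS minus that without was past an adjusted p of 0.05 by edgeR at Ptgs1 (0.45, adjusted p 0.00393), Ltc4s (-0.50, adjusted p 5.41e-04), Hpgds (0.40, adjusted p 0.0314), Ptgs2 (0.66, adjusted p 7.88e-06), Ahrr (-0.55, adjusted p 0.011), Tiparp (-0.29, adjusted p 0.00994), Il1b (-0.60, adjusted p 0.0262) and Il6 (-0.64, adjusted p 2.40e-04). Those of Ptgs2, Il1b and Il6 were also past the fold threshold. The call at Il1b was lost without any of 9 libraries (AhR-KO LPS replicates 2 and 4, AhR-KO unstimulated replicates 1 and 6, WT LPS replicates 3 and 5, and WT unstimulated replicates 1, 2 and 6), with values of -0.58 to -0.53. At Ahrr the fold threshold was passed without AhR-KO unstimulated replicate 1 (-0.59), AhR-KO unstimulated replicate 2 (-0.60) or WT unstimulated replicate 5 (-0.60). The 3 peaks with the smallest interaction p in each direction were Fam53b (-1.73), Dhrs3 (-1.31), Prps1l1 (-2.69), Rtraf (2.80), the intronic peak of Ahr (2.81) and Ccdc71l (2.59). A dependence of the receptor's effect on LPS is the biological explanation the design offers, and remains a hypothesis. For Prps1l1, Ahr and Ccdc71l, sequence from another mouse strain around Ahr stays open as well, since 31.3% of the tested peaks within 20 Mb of Ahr differed between genotypes, above every window of 40 Mb on other chromosomes. That is a share of genotype DARs. The share of interaction DARs was 12.1% near Ahr against 10.4% on other chromosomes, but 5 of 63 windows lay above it.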

How the results depend on the processing

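Thinning, matching on CpG number, the reversed core and leaving out libraries for the numbers of peaks were chosen after seeing the data, and the other alternatives before. Where a value moved, the cause was not tested unless the alternative's construction gives it.

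Counts of DARs kept within 1.5 times of the main count under every scaling, tool, filter and choice of libraries other than thinning. Across these alternatives they ran from 37821 to 40403 for AhR-KO against WT without LPS, 43739 to 48092 with LPS, 76153 to 84656 for LPS in WT, 80842 to 87540 for LPS in AhR-KO and 17579 to 23406 for the interaction. Leaving out each library in turn gave 36587 to 40678, 43403 to 48879, 81327 to 82940, 84454 to 85744 and 16234 to 20743. DESeq2 shared 92.4% of the main DARs without LPS and 97.0% with LPS, none in the opposite direction. The median log2 fold change over tested peaks stayed between -0.052 and 0.046 in every scaling.

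By construction, the fold threshold set the counts. With no fold threshold there were 69829 DARs without LPS and 77786 with LPS. With a minimum of 2-fold there were 17393, 19841, 50295 (LPS in WT), 52749 (LPS in AhR-KO) and 8862 (interaction). Thinning removes counts, and gave 30547 DARs with LPS and 8542 in the interaction, which included 57.3% and 38.4% of the DARs called without thinning, so depth limited these numbers. A minimum of 2-fold also raised the share of lower DARs without LPS from 56.0% to 67.1% and with LPS from 49.4% to 60.0%. Among scalings and tools, that share moved by over 10 points in the interaction alone, from 44.0% to 54.2% with DESeq2, 54.0% with GC offsets and 54.5% with GC offsets and the replicate block. The overlap of the genotype effects moved beyond its binomial interval: as a share of the unstimulated DARs it was 52.4% with DESeq2 and 55.7% with no fold threshold, and as a share of the LPS DARs 44.7% and 49.99%.

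Replicates 1 to 6 of different groups were not treated as pairs, and whether the numbers mark animals within a genotype is not settled. The deviations of same-numbered libraries correlated at 0.037 to 0.290 between WT treatments and 0.0038 to 0.171 between AhR-KO treatments, and at -0.128 to 0.219 between genotypes, so not every pair exceeded 0.1. Over the more abundant peaks alone they correlated at 0.103 to 0.460 between WT treatments, each above 0.1, and 0.0315 to 0.319 between AhR-KO treatments. Within genotypes every same-numbered pair correlated positively, while its mean correlation with other numbers was negative. Both WT libraries numbered 6 also lacked counts on part of chromosome Y. These values point toward shared animals without settling it, and the main LPS and interaction tests made no use of such pairing. With the replicate number as a block, 39942, 46432, 82158, 85485 and 19896 DARs were called, and within genotypes 82388, 86059 and 23406 for the LPS comparisons and the interaction, since genotype effects cannot be fitted with that block. The block across genotypes raised the share of LPS DARs shared between treatments to 46.1%, and changed the call of none of 119 values at named peaks. That check did not cover the block within genotypes.

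Numbers of peaks per library were also set against the total counts. Dividing by a larger total lowers the value by construction, and peaks were not called again at equal depth. Dependence on depth was therefore not tested. Leaving out each library in turn, AhR-KO minus WT ran from -2303 to 4272 without LPS, around a difference not past the threshold, and the other 3 comparisons kept their direction and side of it. Per M counts in consensus peaks, AhR-KO minus WT was -1238 without LPS and 567 with LPS, and LPS minus unstimulated was -1893 in WT and -88.1 in AhR-KO, each opposite to the number of peaks itself. Single libraries weighed on this. Without WT unstimulated replicate 5, the first value was -595 and the number of peaks itself -2303, no longer opposite, and LPS minus unstimulated in WT was -1250. Without AhR-KO unstimulated replicate 2, the value of -88.1 became 4.18. Bases covered differed between AhR-KO and WT with LPS (-4.72 Mb; -4.12 Mb without WT LPS replicate 1, then not past the threshold), which was not shown for the number of peaks. With peaks of -log10 q of at least 5, LPS minus unstimulated in AhR-KO was 6288, no longer past the threshold (7910 without AhR-KO LPS replicate 4, past it).

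For the motif, matching on width alone gave ratios of 0.980 and 0.996 in lower DARs without and with LPS. These were opposite in direction but not past the threshold (permutation p over matched sets = 0.386 and 0.889). The full consensus, present in under 0.1% of peaks, gave 1.87 in lower DARs without LPS (16 DARs with it, permutation p over matched sets = 0.014), past the threshold. It gave 0.670 in higher DARs without LPS, 1.57 in lower DARs with LPS and 1.13 in higher DARs with LPS, the last opposite in direction and these 3 not past the threshold. Matching on CpG number gave 0.966 in higher DARs without LPS. At the eicosanoid list, peaks in the gene body or 5 kb upstream, which are fewer, gave 17 lower and 2 higher DARs without LPS and 14 and 8 with LPS.

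Of 476 values at named peaks under DESeq2, RLE factors, library totals and the block, 459 kept their direction and side of the thresholds, 4 were no longer DARs, 2 became DARs and 11 changed direction, each of the latter small. With DESeq2 and RLE factors respectively, these were Il6 in AhR-KO against WT with LPS (0.0083 and 0.011, main -0.0036), Ltc4s in AhR-KO against WT without LPS (0.037 and 0.036, main -0.025), the interaction at Alox12 (-0.039 and -0.041, main 0.0068) and LPS at Cyp1b1 in AhR-KO (-0.030 and -0.030, main 0.011). With library totals alone they were AhR-KO against WT with LPS at Cxcl10 (-0.011, main 0.013) and Irf1 (-0.0038, main 0.021), and the interaction at Alox12 (-0.012). Hpgds and Ptgs2 without LPS were no longer DARs with DESeq2 and RLE factors, and the interaction at Ahrr became a DAR with both.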

Other observations

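The share of lower DARs under GC correction, thinning, matching on CpG number, the reversed core and the shares of LPS and interaction DARs near Ahr were tests chosen only after the results had been seen. The other tests reported here had been set out before their results were computed.

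Other splits of the libraries were fitted to ask whether chance could give as many DARs, with 30 splits for each comparison, the real one included. For AhR-KO against WT without LPS, 1 split of 30, the real one, gave 39347 DARs and the highest other split 0. With LPS, 1 of 30 gave 46093 and the highest other 1. For LPS against unstimulated, 1 of 30 gave 81911 in WT and 85090 in AhR-KO, and the highest other splits gave 23777 and 23262. Chance can be excluded for each of these counts at a share of 1 in 30. The other splits mix the real groups, which adds to the spread within groups, so their counts are no estimate of false calls.

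Technical explanations for the number of genotype DARs were weighed. With GC offsets, 39903 DARs were called without LPS and 45244 with LPS, so a trend with GC content is not the whole cause of either count. After thinning all libraries to the smallest total, 27982 and 30547 DARs were called, among them 62.1% and 57.3% of the DARs called without thinning. Equal totals thus still gave DARs, so a difference in depth between groups is not the whole cause, although depth limits the count. The excess of lower over higher DARs without LPS is another matter. It was 56.0% with TMM and 49.5% with GC offsets, but RLE factors with no GC term gave 48.4%, so a GC trend may or may not be its source, and GC content and overall scaling cannot be told apart here.

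Genotype DARs were concentrated around Ahr. The mouse line was made by targeting Ahr in embryonic stem cells of another strain and crossing to C57BL/6, so DNA of the first strain around the gene is a candidate explanation. It predicts a local excess, and the values were in line with it: 31.3% of tested peaks within 20 Mb of Ahr were DARs without LPS (highest of 63 windows elsewhere 27.8%), 32.7% with LPS (31.4%), and 18.4% in the same direction in both (15.5%). Peaks at least 8-fold different in both treatments made up 0.535% of peaks near Ahr (0.497%). The same explanation was predicted to give peaks insensitive to LPS, and this was not seen: 60.8% of the shared genotype DARs near Ahr were also DARs of LPS in WT, the same share as on other chromosomes (60.8%), and 36 of 63 windows were above it. That part of the prediction was therefore not met, but it decides nothing, since a peak whose level differs by strain can still respond to LPS. As part of the cause, a region rich in peaks that change in any comparison stays open too. In line with it, the share of DARs of LPS in WT was also highest near Ahr (51.9%, highest window 50.9%). The share of interaction DARs was not the highest there, at 12.1% near Ahr against 10.4% on other chromosomes, with 5 of 63 windows above it. Against LPS-responsive peaks as the whole cause, among peaks that were not DARs of LPS in WT, 25.5% near Ahr were genotype DARs without LPS (highest window 23.7%) and 27.1% with LPS (22.96%). Effects of the receptor on its own neighbourhood stay open, and no strain variants were read from these data.

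The excess of the AhR core motif in DARs lower in AhR-KO could come from CpG content, since the core holds a CpG. Matching on the number of CpG sites as well gave ratios of 1.13 without LPS and 1.12 with LPS, not smaller than without that matching, while the reversed core gave 1.06 (permutation p over matched sets = 0.03) and 1.02 (permutation p = 0.394). CpG content is therefore not the whole cause of the excess, but without LPS a sequence other than the AhR core had a smaller excess too, so part of the excess there need not involve AhR. For higher DARs without LPS, the deficit of the core was no longer past the threshold with CpG matching (0.966), while with LPS it was still past it (0.943, permutation p over matched sets = 0.044). Loss of binding by AhR is the biological explanation the design offers, and remains a hypothesis, since the excess was small. It also vanished with matching on width alone, although that leaves GC content and mean count unmatched.

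Lower DARs assigned to Ptgs1 numbered 6 without LPS and 7 with LPS. Both are higher than the number of intervals quoted from the study above, but only 3 and 4 of them lay in the gene, with 3 between genes in each treatment, and the files do not say which intervals the study counted.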
